# Global Transcriptomic Analysis of the Interactions between Phage φAbp1 and Extensively Drug-Resistant Acinetobacter baumannii

**DOI:** 10.1128/mSystems.00068-19

**Published:** 2019-04-16

**Authors:** Zichen Yang, Supeng Yin, Gang Li, Jing Wang, Guangtao Huang, Bei Jiang, Bo You, Yali Gong, Cheng Zhang, Xiaoqiang Luo, Yizhi Peng, Xia Zhao

**Keywords:** φAbp1, Acinetobacter baumannii, RNA-seq, bacteriophage, transcriptome

## Abstract

Acinetobacter baumannii is a growing threat, although lytic bacteriophages have been shown to effectively kill A. baumannii. However, the interaction between the host and the phage has not been fully studied. We demonstrate the global profile of transcriptional changes in extensively drug-resistant A. baumannii AB1 and the interaction with phage φAbp1 through RNA sequencing (RNA-seq) and bioinformatic analysis. Only 15.6% (600/3,838) of the genes of the infected host were determined to be differentially expressed genes (DEGs), indicating that only a small part of the bacterial resources was needed for φAbp1 propagation. Contrary to previous similar studies, more upregulated rather than downregulated DEGs were detected. Specifically, φAbp1 infection caused the most extensive impact on host gene expression at 10 min, which was related to the intracellular accumulation phase of virus multiplication. Based on the gene coexpression network, a middle gene (*gp34*, encoding phage-associated RNA polymerase) showed a negative interaction with numerous host ribosome protein genes. In addition, the gene expression of bacterial virulence/resistance factors was proven to change significantly. This work provides new insights into the interactions of φAbp1 and its host, which contributes to the further understanding of phage therapy, and provides another reference for antibacterial agents.

**IMPORTANCE** Previous research has reported the transcriptomic phage-host interactions in Escherichia coli and Pseudomonas aeruginosa, leading to the detailed discovery of transcriptomic regulations and predictions of specific gene functions. However, a direct relationship between A. baumannii and its phage has not been previously reported, although A. baumannii is becoming a rigorous drug-resistant threat. We analyzed transcriptomic changes after φAbp1 infected its host, extensively drug-resistant (XDR) A. baumannii AB1, and found defense-like responses of the host, step-by-step control by the invader, elaborate interactions between host and phage, and elevated drug resistance gene expressions of AB1 after phage infection. These ﬁndings suggest the detailed interactions of A. baumannii and its phage, which may provide both encouraging suggestions for drug design and advice for the clinical use of vital phage particles.

## Abstract (precis)

Previous research has reported the transcriptomic phage-host interactions in Escherichia coli and Pseudomonas aeruginosa, leading to the detailed discovery of transcriptomic regulations and predictions of specific gene functions. However, a direct relationship between A. baumannii and its phage has not been previously reported, although A. baumannii is becoming a rigorous drug-resistant threat. We analyzed transcriptomic changes after φAbp1 infected its host, extensively drug-resistant (XDR) A. baumannii AB1, and found defense-like responses of the host, step-by-step control by the invader, elaborate interactions between host and phage, and elevated drug resistance gene expressions of AB1 after phage infection. These ﬁndings suggest the detailed interactions of A. baumannii and its phage, which may provide both encouraging suggestions for drug design and advice for the clinical use of vital phage particles.

## INTRODUCTION

Acinetobacter baumannii is responsible for numerous health care-associated infections and burn and wound infections (1, 2). As a Gram-negative opportunistic pathogen, A. baumannii was recently listed as one of the six most dangerous pathogens due to its multiple resistance to antibiotics (2, 3). In addition, more A. baumannii strains were found to be resistant to all known antibiotics, which has alerted people to find an alternative arsenal (4, 5).

In the middle of the 1910s, the bacteriophage (phage) was suggested to have a positive outcome in the treatment of human infections (6, 7). During the following decades, increasing evidence has shown the feasibility of phage therapy to treat drug-resistant bacterial infections (8, 9). Indeed, not only has active bacteriophage been applied directly in the clinic under prudent observation (10), but also new phage-derived potential antimicrobial agents have been identified and certified (11, 12). However, phage-host interactions have not been fully studied.

Recent interest in bacteriophages has been triggered by increasing antimicrobial resistance, omics development of phage-host studies, and the screening of new antibacterial agents from phage-derived gene products (13, 14). Like all viruses, the phage relies heavily on host metabolism and must take over host processes to complete a productive infection (15, 16). Therefore, the course of phage infection is a complex struggle between the virus and the bacterial host (17, 18). However, current knowledge of phage-host interactions is based largely on a small number of Escherichia coli phages (19–21), Pseudomonas aeruginosa phages (22), and phages with less clinical importance (23), whereas insight into the phage infection courses in multidrug-resistant strains remains quite limited. Thus, an understanding of phage interactions with A. baumannii is essential for the development and application of phage therapy.

In previous reports, we screened a lytic A. baumannii phage, named φAbp1, from hospital sewage against a clinically isolated extensively drug-resistant (XDR) A. baumannii strain, AB1 (XDR-AB1), in our burn ward (12). φAbp1 was proven to be a qualified candidate for the treatment of both systemic and local XDR A. baumannii infections in mouse models (9). Moreover, φAbp1 gene product 50 (*gp50*), endolysin, was reported to exhibit marked lytic activities against 48 clinically isolated XDR A. baumannii strains with different multilocus sequence typing (MLST) types (8), implying that *gp50* can be an excellent anti-infection agent against XDR A. baumannii. However, the interactions between φAbp1 and its host are unclear, which limits its clinical application in the future. Therefore, we need an in-depth understanding of the interactions between φAbp1 and its host.

In this work, RNA sequencing (RNA-seq) was performed to investigate the interactions between φAbp1 and its host at three time points representing each infection stage. Analyses of gene expression patterns, differentially expressed genes (DEGs), and coexpression during infection were performed. This work aimed to draw new insight into the interactions between φAbp1 and its host, to establish a general understanding of φAbp1-based anti-A. baumannii phage therapy, and to provide more options for antibacterial agents.

## RESULTS

### Experimental design of RNA-seq after φAbp1 infection.

First, we investigated the resistance of the host strain AB1 to 20 antibiotics commonly used clinically (see Table S1 in the supplemental material). The results showed susceptibility to polymyxin B only, affirming the grim antibiotic resistance situation and tremendous clinical importance of φAbp1.

10.1128/mSystems.00068-19.1 TABLE S1 Antibiotic susceptibility testing of A. baumannii AB1. Download Table S1, DOCX file, 0.02 MB. Copyright © 2019 Yang et al. 2019 Yang et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Three sampling time points were selected for subsequent RNA sequencing according to the life cycle of φAbp1. AB1 cultures infected with φAbp1 at 5 min (eclipse phase), 10 min (intracellular accumulation phase), and 20 min (lysis period), as well as three AB1 cultures free of phage at the corresponding time points as control groups, were collected for RNA-seq analysis (Fig. 1A). RNA-seq was repeated three times for each group.

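The deposited data hold 18 samples of A. baumannii AB1, an extensively drug-resistant clinical isolate, with 3 infected and 3 uninfected cultures at each of 5, 10, and 20 min. Infected cultures received φAbp1 at an MOI of 10. According to the paper, rRNA was removed before library construction, whereas the sample labels name an exome enrichment kit. The authors aligned the paired-end reads to the genomes of an A. baumannii ATCC reference strain and φAbp1 and deposited the number of reads on each of 3838 host genes and 54 phage genes, without normalization. The paper's text does not name the program that counted the reads. At 5 min, the total count per sample ranged from 3811941 to 4495645 in uninfected cultures (median 3984857) and from 3369834 to 3737347 in infected cultures (median 3397058). At 10 min, totals ranged from 5078220 to 5418841 without phage (median 5274997) and from 3440910 to 4556002 with phage (median 3598640). At 20 min, the range was 2998522 to 4960121 without phage (median 4245948) and 3680819 to 4852062 with phage (median 3966295). Because phage genes took up part of each infected library, counts on host genes fell to as few as 491436 in an infected sample at 20 min, and the lowest host total of an uninfected sample was 2996995. Host genes were compared at each time point with edgeR's quasi-likelihood test, with TMM normalization over host genes only, for genes with at least 10 counts in at least 3 of the 6 samples. A host gene was called a DEG at an adjusted p-value of at most 0.05 and a fold change of at least 1.5 in either direction, the thresholds given in the paper's methods. Scaling within host genes sets aside the phage's share of the RNA, so a fold change here is relative to the other host genes. No replicate pair was a copy of the same library, since the chi-square statistic per degree of freedom over host and phage genes was between 2.05 and 44.2 in the 18 pairs of replicates.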

**FIG 1:**
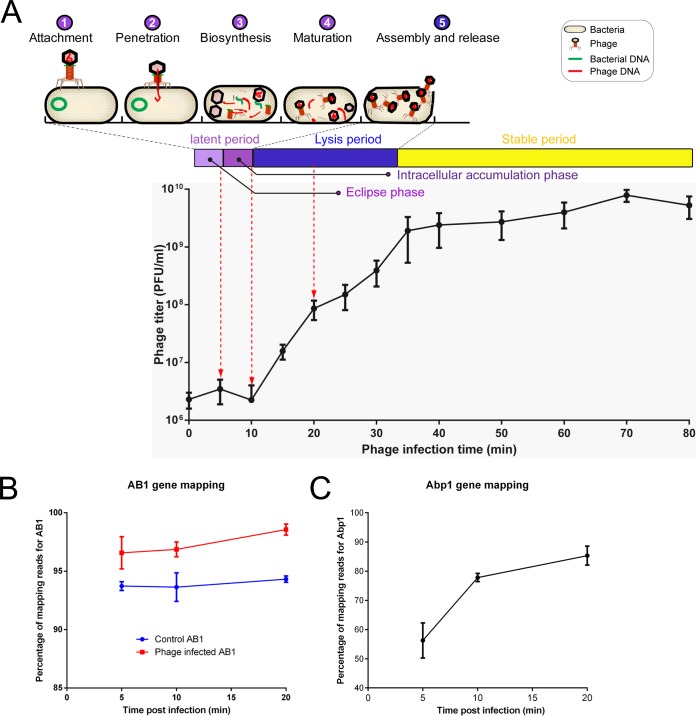
Life cycle annotation, one-step growth curve, and mapping of φAbp1. (A) The phage multiplication stages in a life cycle were divided into attachment, adsorption, penetration, biosynthesis, maturation, and assembly and release. The one-step growth curve of φAbp1 is from 0 to 80 min, which includes 3 periods: a latent period (divided into an eclipse phase and an intracellular accumulation phase), a lysis period, and a stable period. Red dotted arrows indicate the time points of sample collection. (B and C) Percentages of RNA-seq reads mapping to the reference AB1 (B) and φAbp1 (C) genomes at different infection time points.

### φAbp1 takes over the transcriptional resources of host cells.

A. baumannii strain ATCC 17978 (GenBank accession no. NZ_CP018664.1) and *Acinetobacter* phage φAbp1 (GenBank accession no. NC_021316.1) were applied as the reference genomes. 

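The counts assigned to genes summed to 3.84 M ± 0.527 per infected sample (SD, n = 9) and 4.47 M ± 0.794 per uninfected sample (SD, n = 9). These gene totals are the depth behind the values given here, and the paper's own averages of 11.8 M and 12.3 M refer to sequenced reads.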

RNA-seq analysis generated an average of 11.8 million or 12.3 million reads in bacterial cultures infected with or without phage, respectively. The RNA-seq reads were aligned to both the AB1 and φAbp1 genomes in a strand-specific manner. The proportion of reads mapping to the AB1 genome stayed above 92%, indicating that ATCC 17978 is a proper reference for AB1 annotation (Fig. 1B). 

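Phage genes took 46.4% ± 9.92 of all gene counts at 5 min, 72.5% ± 3.36 at 10 min, and 82.2% ± 8.63 at 20 min (SD, n = 3 infected cultures each). The share was 36.9%, 45.6%, and 56.7% in replicates 1 to 3 at 5 min, and every sample at 10 min and at 20 min lay above these. At 10 min, the replicates had 73.6%, 75.2%, and 68.7%, and at 20 min they had 86.7%, 87.6%, and 72.3%. The rise from 5 min had the smallest p-value that 3 against 3 samples allow in a one-sided exact permutation test, 0.05 against both 10 min and 20 min (0.1 after Benjamini-Hochberg adjustment over 12 comparisons of this kind). Between 10 and 20 min, the same one-sided exact permutation test gave p = 0.15 (adjusted 0.225, smallest possible 0.05), although the share rose in all 3 replicate numbers, by 13.1, 12.4, and 3.53 percentage points. With the replicate numbers of the labels taken as pairs, a test chosen after seeing the data, the one-sided exact permutation p was 0.125, the smallest that 3 pairs allow. Counting error was far smaller than this spread, with a 95% Wilson interval of 36.8% to 36.9% for replicate 1 at 5 min, an interval that covers counting error only. In uninfected cultures, the largest phage share was 0.0509% (95% Wilson interval 0.0484% to 0.0535%), in replicate 1 at 20 min. Leaving out the host genes among the 10 with the most counts in uninfected samples gave shares of 54.7%, 81.3%, and 89.0% at the 3 time points, and leaving out the 3 phage genes with the most counts gave 37.4%, 67.3%, and 79.8%.

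**Figure D1:**
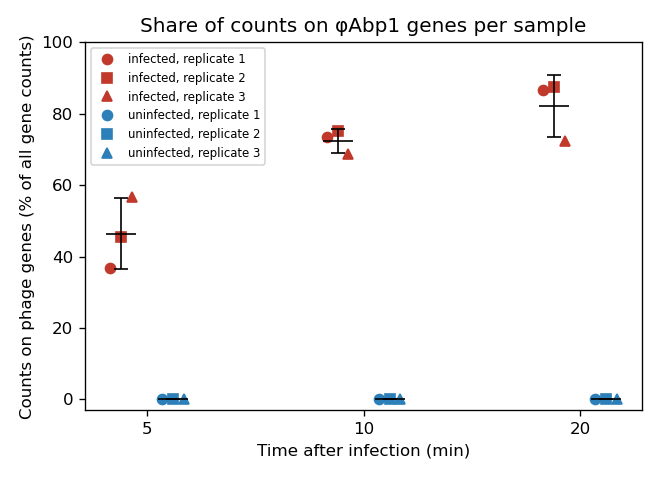
Share of all gene counts on φAbp1 genes (percent, vertical axis) against time after infection (min), with a point for each of the 18 samples, shaped by replicate number, and the mean ± SD of each group of 3. Infected means rise from 46.4% to 72.5% and 82.2%, replicate 3 is highest at 5 min and lowest at 10 and 20 min, and uninfected samples stay at or below 0.0509%.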

For phage consideration, the proportion of reads mapping to the phage genome increased from 56.3% (5 min) to 85.3% (20 min) (Fig. 1C), suggesting a process during which φAbp1 took over the transcriptional resources of the host cells.

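Counts were found on 53 of the 54 phage genes, and gp53 had none. As CPM over all genes, which are counts scaled to a common library total, 13 phage genes had their highest mean at 5 min, 19 at 10 min, and 21 at 20 min. Of the 12 genes that Fig. 2 places in the early cluster, 6 were highest at 5 min and 6 at 10 min. Among the 17 genes of the middle cluster, 10 were highest at 10 min, and among the 14 of the late cluster, 12 were highest at 20 min. The 10 genes of the low-expression cluster had their highest means at 5 min in 4 cases, at 10 min in 2, and at 20 min in 4. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 29 phage genes rose from 5 to 10 min and 0 fell (0 also at an unadjusted p under 0.05), and from 10 to 20 min 18 rose and 1 fell. With the replicate numbers of the labels as a block, a fit chosen after seeing the data, the same test gave 34 up and 1 down from 5 to 10 min and 19 up and 13 down from 10 to 20 min. Over phage genes, infected samples with the same number correlated at 0.858 in their deviations from the group means, and those with different numbers at -0.30. Where a peak lay depended on the scale, since the phage's share of the counts grew while the host's share fell. Relative to the host library size, 47 phage genes were highest at 20 min, 6 at 10 min, and 0 at 5 min, whereas as a share of phage counts the numbers were 19, 15, and 19 at 5, 10, and 20 min.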

Next, 54 phage genes were clustered by hierarchical cluster analysis based on their transcriptional levels (fragments per kilobase of transcript sequence per million base pairs sequenced [FPKM] values) into 4 clusters of genes, including middle genes (cluster 1, at 10 min) (Fig. 2), late genes (cluster 2, at 20 min), early genes (cluster 3, at 5 min), and low-expression genes (cluster 4).

**FIG 2:**
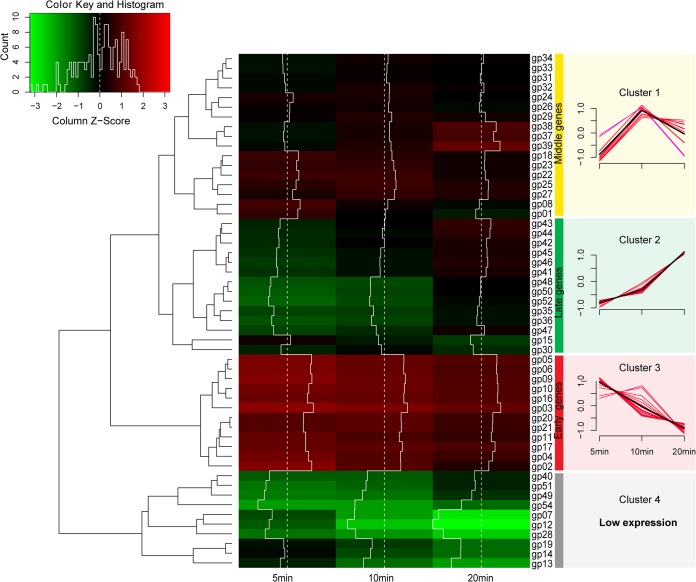
Transcriptomic profile of φAbp1 genes in the host cells. (Left) Hierarchical cluster heat map of φAbp1 genes; (right) expression level of each cluster of φAbp1 genes. Based on the FPKM values of genes, hierarchical cluster analysis was performed using ward.D2 and Minkowski methods. A total of 54 φAbp1 genes (*gp01* to *gp54*) were clustered into 4 clusters (clusters 1 to 4).

### φAbp1 infection induces more activation than inhibition of AB1 genes.

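Host expression was compared over 2945 genes as log2 CPM, with TMM scaling over host genes. The leading principal component held 46.7% of the variance and the next 10.1%. The root mean square log2 difference between the time points' means was 0.658 in infected cultures and 0.410 in uninfected cultures. This gap of 0.248 had p = 0.0328 in a two-sided exact permutation test that exchanged infected and uninfected samples within each time point (8000 arrangements). Replicates also lay farther apart in infected cultures, with a root mean square difference of 0.879 within infected groups and 0.341 within uninfected groups. The distance between infected and uninfected means was 0.778 at 5 min, 1.03 at 10 min, and 1.13 at 20 min. Infected samples held 491436 to 2359607 host counts, against 2996995 to 5418829 in uninfected samples. Spreads and distances were not computed at equal depth, so a share of counting error in them was not ruled out. A distance between means also contains the spread of the replicates, and with that part taken off, a step chosen after seeing the data, the distances were 0.392 and 0.352 and the gap 0.0399 (two-sided exact permutation p = 0.773). The gap of 0.248 may therefore rest mostly on the wider spread of the infected replicates. This step treats replicates as independent across time points, so it may take off too much where same-numbered samples deviate together. With the replicate numbers of the labels as a block, whose same-numbered samples correlated at 0.137 against -0.07 for different numbers, the gap of 0.248 had a two-sided exact permutation p of 0.0898 (512 arrangements), also chosen after seeing the data. With library totals in place of TMM, the gap was 0.356 (two-sided exact permutation p = 0.158).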

On the basis of the FPKM values of all 3,838 AB1 genes, PCA (principal-component analysis) showed that the greater distance between points suggested a greater difference in AB1 gene expression (Fig. 3), suggesting that the gene expression of the phage infection group changed far more than that of the phage-free group. According to the expression levels, genes with fold change (FC) values of >1.5 and *q* values of <0.05 were defined as DEGs. Totals of 3.7% (145/3,838), 6.4% (244/3,838), and 5.5% (211/3,838) DEGs were found 5 min, 10 min, and 20 min after φAbp1 infection, respectively. 

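From the deposited counts, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 979 DEGs at 5 min, 1213 at 10 min, and 1105 at 20 min, or 25.5%, 31.6%, and 28.8% of the 3838 host genes. The genes with enough counts to be tested numbered 2865, 2872, and 2780 at the 3 time points. With a threshold of 1.5 on the log2 scale in place of a fold change of 1.5, the numbers were 162, 374, and 360. The fold changes printed in Table S2 match log2 values from the counts and are at least 1.5008 in size. The log2 threshold is therefore the closer counterpart of the paper's numbers. Replicate numbers are shared between infected and uninfected cultures in the labels, and samples with the same number deviated together from their group means, with a mean correlation across genes of 0.137 against -0.07 for samples with different numbers. With the replicate number as a block, there were 996, 1184, and 1095 DEGs. DESeq2 gave 975, 1234, and 1108. Library totals of host genes in place of TMM gave 1525, 1977, and 2117 DEGs, and totals of host and phage genes without TMM, which were chosen after seeing the data and raised the numbers most, gave 2430, 2808, and 2768, nearly all of them called lower after infection. Leaving out each replicate in turn gave between 390 and 653 genes in each direction.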

Contrary to previous similar studies (22), more upregulated DEGs than downregulated DEGs were detected in our study. 

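At 5 min, 503 DEGs were upregulated and 476 downregulated. At 10 min, the numbers were 638 and 575, and at 20 min 540 and 565, in each case by edgeR's quasi-likelihood test with TMM normalization over host genes. Upregulated genes made up 51.4%, 52.6%, and 48.9% of the DEGs at the 3 time points. The median log2 fold change of the tested genes was near 0 at 5 and 10 min (-0.00 and -0.03) and -0.12 at 20 min. With the replicate block, the order was the same, with 516 up and 480 down at 5 min, 621 and 563 at 10 min, and 525 and 570 at 20 min. In DESeq2, upregulated DEGs were more numerous at all 3 time points, by 517 to 458, 662 to 572, and 585 to 523. Without a filter on low counts, downregulated DEGs were slightly more numerous at 10 min as well, with 607 up and 610 down. At 20 min, TMM over host and phage genes gave 553 up and 518 down, and counts drawn down to the smallest host library, a setting chosen after seeing the data, gave 444 and 427, so which direction was larger at 10 and 20 min depended on the setting. Without TMM, library totals of host genes gave 154 up and 1371 down at 5 min, 159 and 1818 at 10 min, and 86 and 2031 at 20 min.

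**Figure D2:**
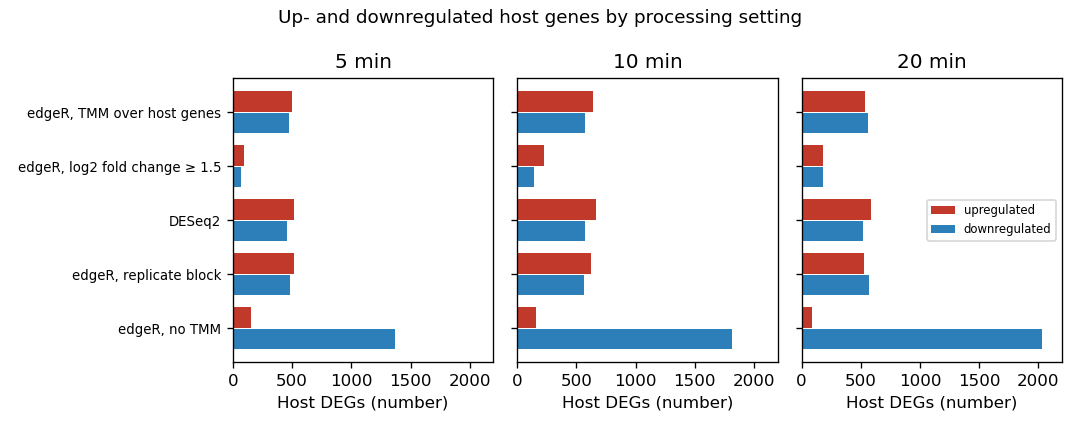
Number of host DEGs (horizontal axis), up- and downregulated, at 5, 10, and 20 min under 5 processing settings. Up- and downregulated genes are of similar number with TMM over host genes (638 and 575 at 10 min), and downregulated genes outnumber upregulated ones with library totals without TMM (1818 and 159 at 10 min).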

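An adjusted p-value above 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was found for 1644 host genes at 5 min, 1535 at 10 min, and 1523 at 20 min, which is 42.8%, 40.0%, and 39.7% of all 3838 host genes. A further 973, 966, and 1058 genes had too few counts to be tested. Counted together with these, the genes with no significant change made up 68.2%, 65.2%, and 67.2%. Testing every gene with at least 1 count gave nonsignificant shares of 52.3%, 48.0%, and 49.9%. From the large share of genes with a q value above the threshold, the paper proposes that φAbp1 needed little of the host's resources to multiply.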

Approximately 68% of the AB1 genes were expressed stably during φAbp1 infection (nonsignificant [NS] [*q *>* *0.05]), implying that only a small part of the bacterial resources was needed for φAbp1 propagation. 

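Upregulated DEGs numbered 638 at 10 min (16.6% of the host genes), against 503 at 5 min and 540 at 20 min, and 230 of those at 10 min had a log2 fold change of at least 1.5. Leaving out each replicate in turn gave 491 to 653 upregulated DEGs at 10 min, 418 to 507 at 5 min, and 420 to 521 at 20 min, ranges that overlap. The largest rise at 10 min among genes whose infected samples all lay above all uninfected samples was that of AUO97_RS18590, with a log2 fold change of 5.27 (standard error 0.38, adjusted p = 3.3e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AUO97_RS01455 followed with 4.76 (standard error 0.24, adjusted p = 8.7e-06 from the same edgeR test with Benjamini-Hochberg adjustment). The files give locus identifiers and do not pair them with gene names.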

The highest upregulation rate of the host genes was at 10 min (156; 4.1%).

**FIG 3:**
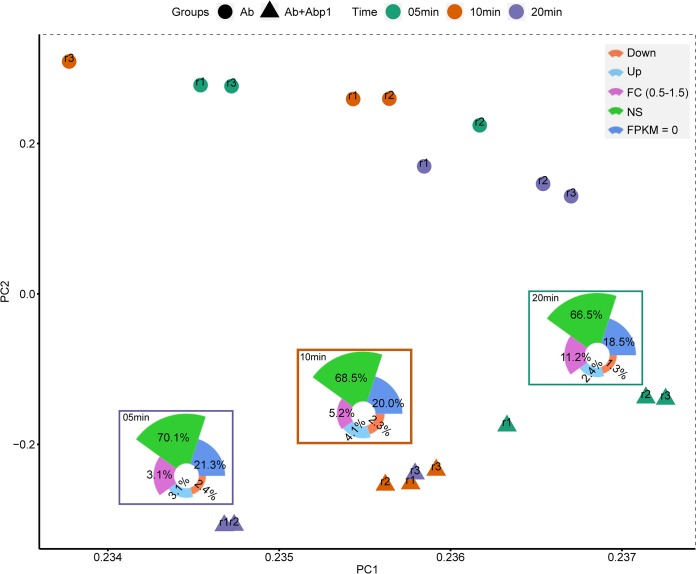
PCA plot of the expression of AB1 genes. The principal-component analysis was performed according to the expression levels of AB1 genes in phage-infected groups (Ab+Abp1) and phage-free groups (Ab). A greater distance between points suggests a greater difference in AB1 gene expression in those 6 samples. Down, downregulated DEGs; Up, upregulated DEGs; NS, nonsignificantly changed genes.

### Functional analysis reveals the step-by-step control of φAbp1 on host genes.

The host DEGs were grouped into the eclipse phase (5 min), intracellular accumulation phase (10 min), and lysis process (20 min) according to phage infection time points and underwent gene ontology (GO) analysis. The biological function enrichment of GO results showed that DEGs had a remarkable function classification among the three stages. The upregulated genes mainly involved stress reactions (such as oxidation-reduction processes and proteolysis) in the eclipse and intracellular accumulation phases (5 and 10 min), metabolic processes (10 min), and translation processes (20 min) (Fig. 4). 

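Table S2 lists the DEGs behind these terms by locus, and each could be looked up in the counts. All 11 genes it lists under oxidation-reduction process at 5 min were upregulated, with log2 fold changes between 1.53 and 3.39, as were its 16 genes under this term at 10 min, between 1.59 and 3.33. AUO97_RS10770 had the highest value at both times, 3.39 at 5 min and 3.33 at 10 min. The single proteolysis gene of the table, AUO97_RS17380, had a log2 fold change of 1.75 at 10 min (standard error 0.16, adjusted p = 6.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 44 genes under metabolic process at 10 min ranged from 1.53 to 3.33. At 20 min, the 4 genes under translation rose by 1.53 to 2.36 on the log2 scale. Each of these changes passed the DEG thresholds in edgeR and in DESeq2. The paper selected these genes as DEGs from the same data, so this is not an independent test of them. Enrichment of the terms was not analysed here.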

The downregulated DEGs mainly included host biosynthetic processes (5 and 10 min), nucleic acid metabolic processes (5 and 10 min), and material transport processes (20 min) (Fig. 4). 

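The 7 genes that Table S2 lists under biosynthetic terms at 5 min had log2 fold changes between -2.94 and -1.50, and its 7 genes under such terms at 10 min had values between -2.02 and -1.51. Among the latter, the 3 genes under pyrimidine terms ranged from -2.02 to -1.58. The gene listed under RNA processing at 5 min, AUO97_RS01900, fell by 1.88 on the log2 scale (standard error 0.17, adjusted p = 0.000132 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For material transport at 20 min, the table holds 1 gene, AUO97_RS00685 under oligopeptide transport, with a log2 fold change of -1.59 (standard error 0.16, adjusted p = 2.2e-05 from the same edgeR test with Benjamini-Hochberg adjustment).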

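Table S2 names 91 host genes in 137 combinations of gene and time point. At 136 of these combinations the gene had enough counts to be tested, and at all 136 it was a DEG in the table's direction by edgeR's quasi-likelihood test and by DESeq2. The table lists DEGs that the paper selected from the same data, so this outcome was largely fixed by that selection. The fold changes printed in the table differed from the log2 fold changes computed from the counts by a median of 0.0161 and in each case by less than the standard error. The smallest size printed in the table is the paper's 1.5008, and 133 of the 136 log2 fold changes from the counts had a size of at least 1.5.

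**Figure D3:**
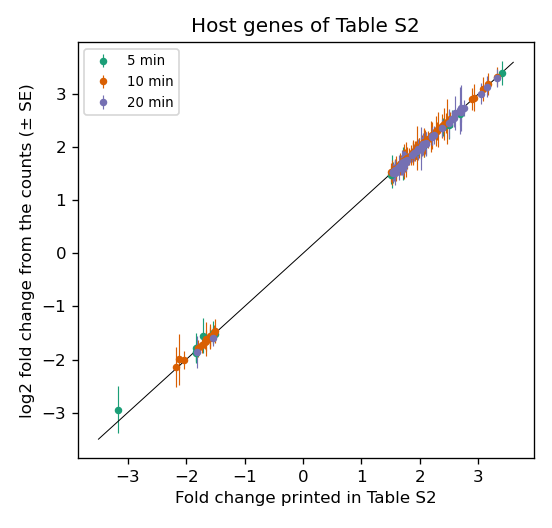
log2 fold change computed from the deposited counts (vertical axis, ± standard error from edgeR) against the fold change printed in Table S2 (horizontal axis) for the 136 tested combinations of gene and time point, coloured by time (5, 10, and 20 min), with the line of equal values. The points follow the line from -2.94 to 3.39.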

The detailed expression data on specific genes (>1.5-fold; *q* values of <0.05) are presented in Table S2.

**FIG 4:**
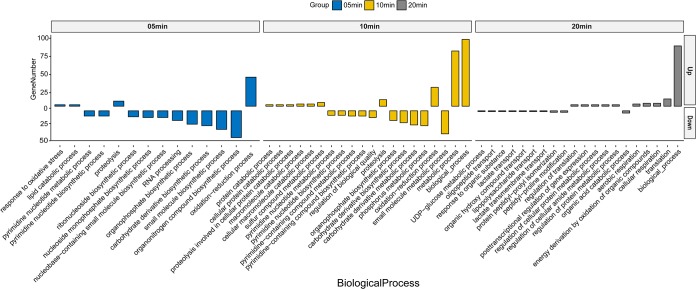
GO analysis for the biological processes of host DEGs (up- and downregulated genes). GO terms enriched from upregulated (Up) and downregulated (Down) genes are shown.

10.1128/mSystems.00068-19.2 TABLE S2 Detailed GO expression data on specific genes of A. baumannii AB1. Download Table S2, DOCX file, 0.04 MB. Copyright © 2019 Yang et al. 2019 Yang et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment suggested that the downregulated genes of AB1 were significantly enriched in the pathways related to nucleic acid complements, such as purine metabolism and pyrimidine metabolism (Fig. 5). The upregulated genes were enriched in a wide range of KEGG pathways, among which the most remarkably enriched pathways were the multiple amino acid pathways at 10 min and the ribosome pathway at 20 min.

**FIG 5:**
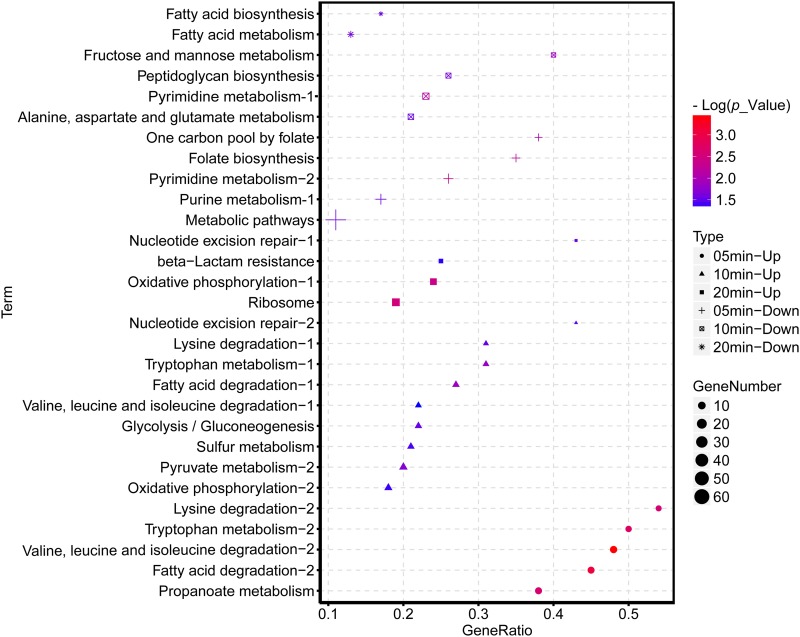
KEGG categories of host DEGs (up- and downregulated genes) enriched at selected points after φAbp1 infection. The shape of the point indicates the time points. The enrichment *P* value of each pathway was normalized as negative log(*P* value) and is shown as a color gradient. The number of genes enriched in each pathway is represented by the size of the points.

### Phage-host interaction network analysis.

To screen genes with vital roles in the regulation of host gene expression, φAbp1-AB1 interaction networks based on gene coexpression analysis were constructed. First, we classified φAbp1 genes into early (*gp01* to *gp21* [*gp01-21*]), middle (*gp22-34*), and late (*gp35-54*) genes according to the gene clustering in Fig. 3 and the sequential expression of the φAbp1 phage gene. 

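By these classes, early genes took 40.0% ± 11.2 of all gene counts at 5 min, 42.3% ± 5.76 at 10 min, and 25.1% ± 18.1 at 20 min (SD, n = 3). Middle genes took 4.99% ± 1.15, 17.9% ± 5.19, and 14.4% ± 1.99, and late genes 1.38% ± 0.796, 12.3% ± 4.01, and 42.6% ± 24.8 at the same times. The rises of middle and late genes from 5 to 10 min each reached the smallest p-value of a one-sided exact permutation test with 3 samples per group, 0.05 (0.1 after adjustment over 12 comparisons). For late genes from 10 to 20 min, the same one-sided exact permutation test gave p = 0.1 (adjusted 0.171, smallest possible 0.05). Their share rose in all 3 replicate numbers, by 42.9, 42.0, and 6.19 percentage points, and same-numbered pairs gave a one-sided exact permutation p of 0.125, the smallest that 3 pairs allow. The rise was smallest in replicate 3, in which late genes held 19.4% of the phage counts at 20 min, against 64.7% and 65.9% in the other two.

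**Figure D4:**
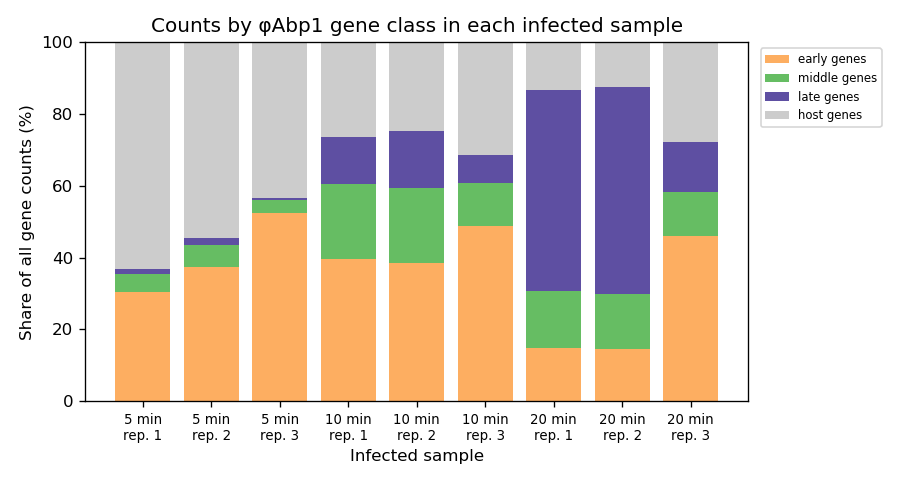
Share of all gene counts (percent, vertical axis) on early, middle, and late φAbp1 genes and on host genes in each of the 9 infected samples (horizontal axis, time and replicate). Late genes take 56.1% and 57.7% in replicates 1 and 2 at 20 min and 14.1% in replicate 3.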

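Correlations were computed over the 9 infected samples between 53 phage genes and 2419 host genes, as log2 CPM over all genes, which made 128207 pairs. A pair was kept at a Pearson r of at least 0.95 in either direction, because the paper's text does not name a threshold. This left 546 pairs between 144 host genes and 34 phage genes, with 91 positive and 455 negative correlations. In 100 random orders of the samples, none gave as many pairs, and the largest number was 135. These shuffles treat the samples as exchangeable across time points, so they bear on the course of infection as well as on single genes. The balance of signs depended on the scale, because the phage share of each library rises as the host share falls. With host genes scaled within host genes and phage genes within phage genes, 98 positive and 74 negative pairs remained. A threshold of 0.9 moved the numbers most among the 9 infected samples, to 812 positive and 11159 negative pairs.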

A total of 944 coexpression relationships between 240 host genes and 24 phage genes were screened by gene coexpression network analysis, including 49 negative correlations and 895 positive correlations. The results formed a network structure centered on the phage genes *gp01*, *gp08*, *gp13*, and *gp34*, indicating that these four genes may play a central role in interacting with the host genes (Fig. 6). Furthermore, the network also includes 3 subnetworks centered on *gp12*, *gp02*, and the *gp03-gp04-gp05-gp06-gp09* cluster. 

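Among the genes named as centers, gp01 had 30 positive pairs with host genes at r of at least 0.95, gp08 had 10, and gp13 had 1, and none of these had a negative pair. For gp34, there were 3 negative pairs and no positive ones. The largest numbers of pairs were those of gp51 with 77 and gp50 with 73, all negative. Of the genes named as centers of subnetworks, gp02 had 35 positive pairs, gp03 had 3, gp04 and gp05 had 4 each, gp06 had 3, gp12 had 1, and gp09 had no pair at this threshold.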

The expression patterns of *gp01*, *gp02*, *gp08*, *gp12*, and *gp34* were validated by real-time quantitative PCR (RT-qPCR) (Table S3, part I). 

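In the RNA-seq counts, scaled by DESeq2 size factors over host and phage genes of the 6 samples of a time point, gp01 had means of 19318 ± 12724, 21661 ± 6460, and 15312 ± 6007 at 5, 10, and 20 min (SD, n = 3). For gp02, the normalized counts were 196841 ± 129253, 163357 ± 12415, and 67410 ± 38581. gp08 gave 15310 ± 10555, 16027 ± 2740, and 11797 ± 5292, and gp12 gave 237 ± 137, 262 ± 34.3, and 206 ± 95.4. For gp34, the values were 21021 ± 5119, 343445 ± 121975, and 529248 ± 309044. The size factors were taken within each time point, so values at different times are not on a common scale. The RT-qPCR measurements were not analysed here.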

Among these central genes, *gp34* was annotated as a phage-associated RNA polymerase, and other central phage genes were all early phage genes with unknown annotations (Table S4). Thus, in the negative regulation network, the results showed that *gp34* plays a core role.

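At r of at most -0.95 over the 9 infected samples, gp34 was in 3 of the 455 negative pairs. These are correlations across the whole course of infection, over samples in which gp34 falls into separate clusters. The other middle genes in negative pairs were gp29 to gp33, with 1 to 3 pairs each, and the remaining 441 negative pairs belonged to late genes. At a threshold of 0.9, gp34 had 141 negative pairs, the most of any middle gene, followed by gp33 with 88. Every late gene with counts had more than gp34, from 288 for gp35 to 929 for gp50. In CPM over all genes, gp34 was at 3323, 4633, and 2111 in replicates 1 to 3 at 5 min, at 32958, 35070, and 17224 at 10 min, and at 38380, 36730, and 17836 at 20 min. Its log2 fold change was 3.08 from 5 to 10 min (standard error 0.57) and 0.12 from 10 to 20 min (standard error 0.53, adjusted p = 0.863 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate numbers of the labels as a block, chosen after seeing the data, the change from 10 to 20 min was 0.12 (standard error 0.32, adjusted p = 0.776 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and same-numbered infected samples correlated at 0.858 over phage genes against -0.30 for different numbers.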

**FIG 6:**
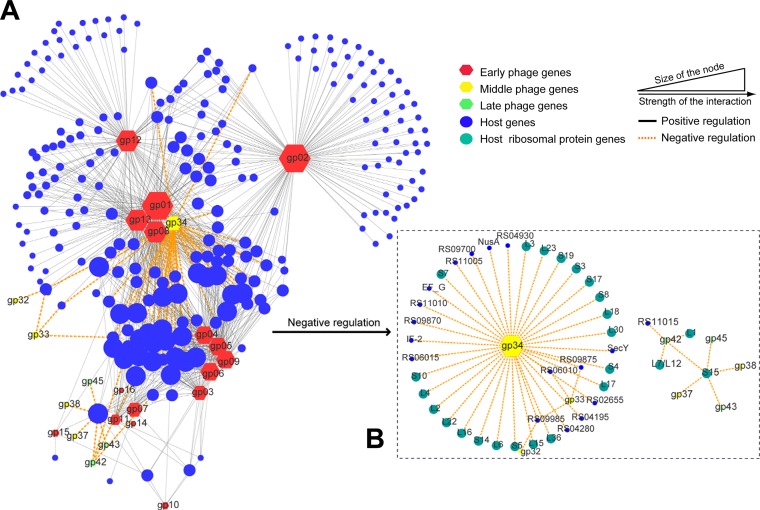
Gene coexpression network between φAbp1 and the host. (A) Main networks of host interactions centered on phage genes; (B) negative regulation network of *gp34*. The hexagons represent phage φAbp1 genes, marked with three colors of nodes, and circles indicate the host genes. The size of the nodes shows the interaction strength.

10.1128/mSystems.00068-19.3 TABLE S3 Validation of host virulence and resistance genes and selected phage genes. Download Table S3, DOCX file, 0.02 MB. Copyright © 2019 Yang et al. 2019 Yang et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00068-19.4 TABLE S4 Phage-host interaction subnetworks between AB1 and φAbp1. Download Table S4, DOCX file, 0.01 MB. Copyright © 2019 Yang et al. 2019 Yang et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Effects of φAbp1 infection on host resistance and virulence.

From a clinical perspective, it is important to consider the alterations in A. baumannii virulence and antibiotic resistance genes after φAbp1 infection. The expression of 24 virulence factors, including type II/V/VI secretory systems (*hcp* and *tssE*), porin (*carO*), and pili (*ompR*), and the expression of 21 resistance factors, including efflux pumps (*adeK*, *mdfA*, and *rs02660*) and beta-lactamases, were selected according to previous reports (24) and statistically analyzed by their differentially expressed patterns. The results showed that the expression of virulence factors was mainly inhibited after φAbp1 infection, but the drug resistance genes of the host were mainly activated (Fig. 7). 

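Fig. 7 labels 9 resistance loci with identifiers that the files also use, 7 of them efflux pump genes. The genes it labels by symbol alone, which include the virulence factors, were not analysed here, because the files do not pair identifiers with symbols. Of the 9 resistance loci, 6 were higher and 3 lower after infection at 5 min, 5 and 4 at 10 min, and 6 and 3 at 20 min. Past the DEG thresholds of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 were upregulated and 2 downregulated at 5 min, 4 and 2 at 10 min, and 5 and 1 at 20 min. The replicate block gave the same numbers, with same-numbered samples correlated at 0.105, 0.0992, and 0.0657 at the 3 time points against -0.05, -0.05, and -0.03 for different numbers. The calls depended on scaling within host genes, since library totals without TMM gave 0 upregulated loci at each time point, also at an unadjusted p of 0.05, and 4, 5, and 3 downregulated ones.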

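Of the 9 resistance loci with identifiers in Fig. 7, 7 changed significantly at some time point by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. AUO97_RS00745, a beta-lactamase gene in Fig. 7, had log2 fold changes of 1.19, 1.19, and 1.06 at 5, 10, and 20 min, with adjusted p = 0.0027, 0.0053, and 0.00147 in that edgeR test with Benjamini-Hochberg adjustment. AUO97_RS09720 was lower at the same times, at -0.97, -1.59, and -0.77. The efflux pump locus AUO97_RS19120 was downregulated at 5 min (-0.74) and 10 min (-1.32), with adjusted p = 0.0276 and 0.00507 in the edgeR test with Benjamini-Hochberg adjustment, and at -0.28 it did not change significantly at 20 min. The efflux pump loci AUO97_RS00445 and AUO97_RS02260 did not change significantly at any of the 3 time points.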

The genes with significantly changed expression included 8 virulence factors and 9 resistance factors after φAbp1 infection (*P* < 0.05). It is noteworthy that 3 efflux pump-related genes appeared to be upregulated more than 1.5-fold at 20 min, suggesting that phage infection may alter the virulence and resistance of the host. 

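At 20 min, 4 of the 7 efflux pump loci with identifiers in Fig. 7 were upregulated at least 1.5-fold by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These are not the paper's genes. The efflux pump genes that Table S3 prints above 1.5 at 20 min, on the log2 scale, are adeK, mdfA, and AUO97_RS02660. Of these, adeK and mdfA are given by symbol and were not analysed here, so only AUO97_RS02660 can be compared. AUO97_RS02660 had a log2 fold change of 1.72 (standard error 0.20, adjusted p = 4.9e-05 from that edgeR test with Benjamini-Hochberg adjustment), and it alone was past 1.5 on the log2 scale. AUO97_RS11740 was at 1.19, AUO97_RS02655 at 1.11, and AUO97_RS10100 at 0.84. AUO97_RS02660 was also higher at 5 min (0.95) and 10 min (1.43). Without TMM, the log2 fold changes of AUO97_RS02655, AUO97_RS10100, and AUO97_RS11740 at 20 min were -0.13, -0.40, and -0.048.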

All these host genes (resistance and virulence genes) were selected for further RT-qPCR validation. The validation result is consistent with the RNA-seq results (Table S3, part II). These genes should be paid attention in future studies of φAbp1 therapy and phage-derived antibacterial products.

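The RNA-seq part of this comparison could be computed for the 4 host loci that Table S3 gives by identifier. For AUO97_RS02655, the log2 fold changes were 0.57, 0.88, and 1.11 at 5, 10, and 20 min, and for AUO97_RS02660 0.95, 1.43, and 1.72. AUO97_RS00745 was at 1.19, 1.19, and 1.06, and AUO97_RS09720 at -0.97, -1.59, and -0.77. All 12 values had the sign of the fold change printed in Table S3 and differed from it by at most 0.0207. An adjusted p-value of at most 0.05 was reached by 11 of the 12 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 6 of the 12 q values printed in the table are the paper's at or under this level. The RT-qPCR part was not analysed here.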

**FIG 7:**
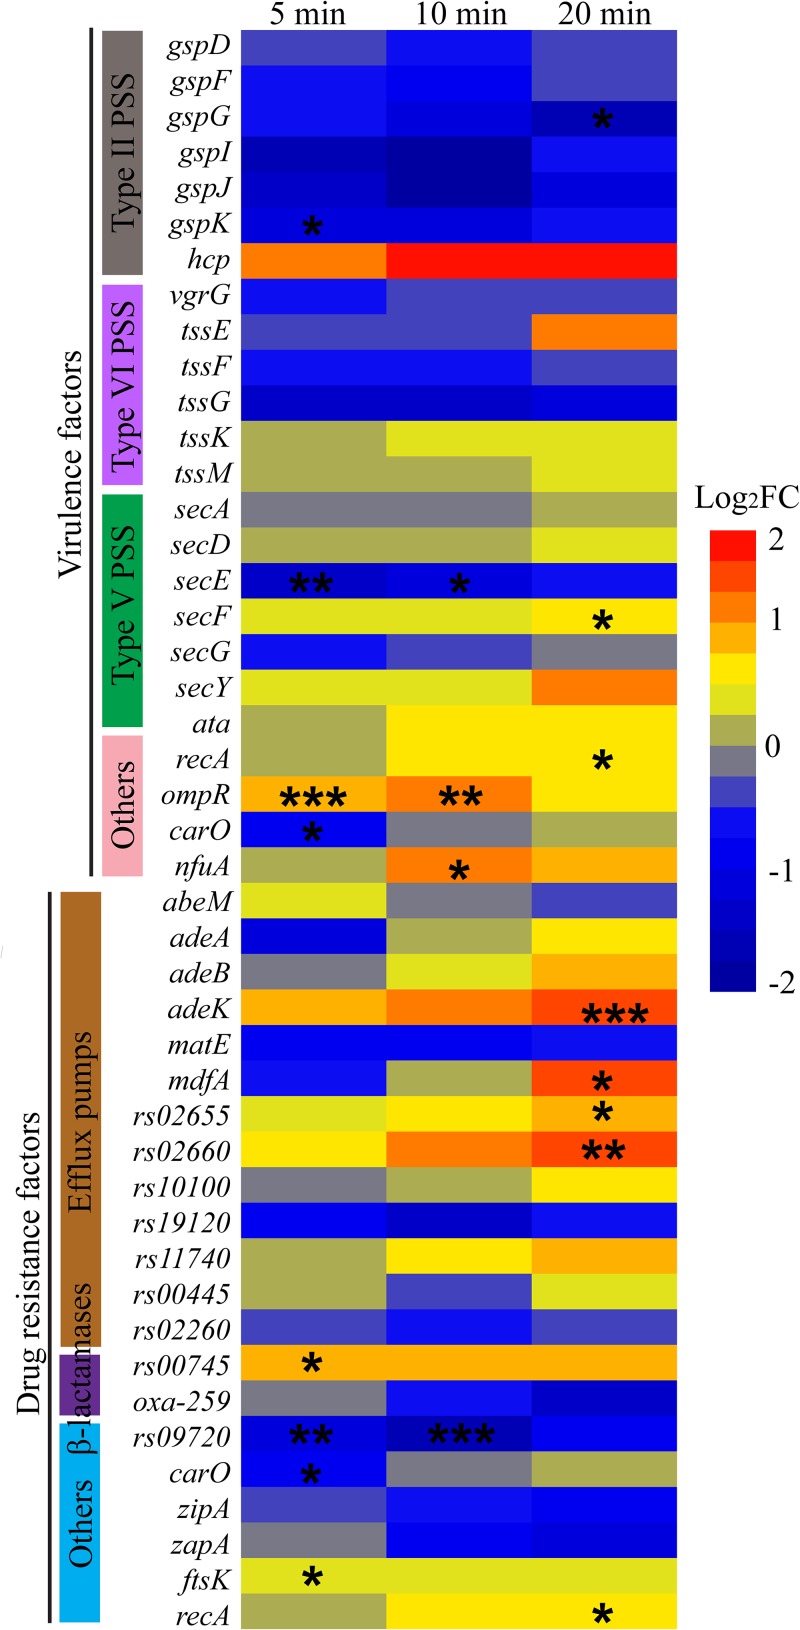
Expression of AB1 genes related to virulence and drug resistance after phage infection. The warm colors indicate upregulation, while the cold colors indicate downregulation. The asterisks indicate *q* values, where “*,” “**,” and “***” indicate *q* values of <0.05, <0.01, and <0.001, respectively. PSS indicates pili and secretion systems.

## DISCUSSION

In this study, we progressed the transcriptional scheme of φAbp1 infection of AB1 and illustrated the interaction during φAbp1 predation in the host strain. Our results demonstrated that the expression of φAbp1 genes does not follow the standard lytic phage pattern. In the early infection stage after φAbp1 entered the cell (5 min), short and slight expression of the φAbp1 early genes was observed, with minimal impacts on the host. 

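At 5 min, early genes held 40.0% ± 11.2 of all gene counts (SD, n = 3) and middle and late genes together the small remainder of the phage share of 46.4%. The early genes' share was 42.3% ± 5.76 at 10 min, a difference from 5 min within the replicate spread (two-sided exact permutation p = 0.8, smallest possible 0.1). Relative to phage counts alone, 19 of the 21 early genes were highest at 5 min, and in CPM over all genes 13 were. Relative to the host library size, 0 early genes were highest at 5 min, 6 at 10 min, and 15 at 20 min. In the host, 979 DEGs were found at 5 min, fewer than the 1213 at 10 min and 1105 at 20 min, and 162 against 374 and 360 had a log2 fold change of at least 1.5 in size.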

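In CPM over all genes, 11 of the 13 middle genes had their highest mean at 10 min, and gp33 and gp34 had it at 20 min. As a share of phage counts, all 13 were highest at 10 min, and relative to the host library size none of the 13 was, each being highest at 20 min. Leaving out each replicate number in turn left 9 to 12 middle genes with a peak at 10 min. From 5 to 10 min, 10 middle genes rose significantly by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and from 10 to 20 min 0 middle genes changed significantly, also at an unadjusted p under 0.05. With the replicate numbers of the labels as a block, chosen after seeing the data, all 13 rose from 5 to 10 min and 1 fell from 10 to 20 min by the same test, where same-numbered infected samples correlated at 0.858 over phage genes against -0.30 for different numbers. gp25, the middle gene with the most counts of those with a peak at 10 min, was at 13847 ± 3192, 41931 ± 11059, and 29190 ± 776 CPM at 5, 10, and 20 min (SD, n = 3). Host DEGs rose from 979 at 5 min to 1213 at 10 min.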

Next, during the middle stage (10 min), the expression of all φAbp1 middle genes peaked, as φAbp1 started to hijack cellular resources by regulating an increasing number of host DEGs. Finally, after most host cells were lysed, until phage-resistant mutants emerged and/or until lysogenic conversion occurred at the late stage of infection (80 min), a balance of phage-host interactions was achieved. Moreover, the majority of the host genes were constitutively expressed throughout the course of infection. However, upregulated host DEGs significantly overwhelmed downregulated DEGs during all stages of infection, indicating precise control by φAbp1 rather than simply forbidding host genes, as reported previously (19, 22, 25).

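The ratio of directions differed between the stages and the processing settings. At 5 min 503 host genes were up and 476 down, at 10 min 638 and 575, and at 20 min 540 and 565, by edgeR's quasi-likelihood test with TMM over host genes. With a log2 fold change of at least 1.5, 96 genes were up and 66 down at 5 min. The numbers were 230 and 144 at 10 min, and 178 and 182 at 20 min. At this threshold, DESeq2 gave 102 and 64, 234 and 138, and 192 and 172 at the same times. At least 10 counts in every sample gave 78 and 26, 169 and 41, and 103 and 53. At 20 min, TMM over host and phage genes gave 185 and 180, and drawn-down counts 139 and 135. More were down at 20 min with no filter (171 and 202) and with the replicate block (175 and 183). A single fit of all samples gave 171 and 206. Without TMM, library totals of host genes gave 19 and 1199 at 20 min, and totals of host and phage genes 0 and 2728. At the fold change of 1.5 used for DEGs, TMM over host and phage genes together gave 500 and 480, 615 and 601, and 553 and 518. No test of the difference between the numbers of up- and downregulated genes was run, since genes are not independent replicates.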

Phages take over host resources to propagate, including the manipulation of host proteins, molecular processes, cellular pathways that are related to transcription and translation, signal transduction, and metabolism (26). GO analysis in our work indicated that the host DEGs were regulated in a very precise way, including the irritation of stress reactions in the early infection stages. The GO analysis indicates a quick and thorough response from AB1 against φAbp1 infection, which has also been reported for the phage-host interaction between φR1-37 and Yersinia enterocolitica (23), and metabolic translation processes in the middle and late stages, indicating the assembly of phage particles and programmed downregulation of host material and nucleic acid biosynthetic/transfer processes. The upregulation of oxidation-reduction reactions and proteolysis by φAbp1 in its host indicates a rigorous defense response from AB1.

Moreover, clustering of significantly changed KEGG pathways revealed inhibited host nucleic acid complements, which was a consistent phenomenon in other phage infections (20, 27). However, significantly upregulated ribosome pathways and degradation or metabolism of multiple amino acid pathways are different from previous reports (22, 28). It was known that phage infection caused the shutoff of host macromolecular synthesis (DNA, RNA, and proteins) (28); however, the induction here might be for the synthesis of phage proteins in the middle stage of infection. Taking GO and KEGG results together, 10 min after infection was found to be the most remarkable time point when host nucleic acid-related biological processes were widely inhibited and amino acid-related pathways were extensively activated.

Phage early genes normally have been considered antibacterial candidates in a growing body of research (22). However, in this study, the φAbp1 early gene mainly showed positive regulations of host genes. 

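All 91 positive pairs at r of at least 0.95 over the 9 infected samples were with early genes, and no early gene had a negative pair. On the scale of CPM over all genes, each of the 21 early genes had a positive r with most of the 2419 host genes tested. The number was lowest for gp21, with 1872 positive and 547 negative, and gp20 had 2004 and 415. For gp01 to gp13 it was at least 2399.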

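Of the 12 host loci drawn with identifiers around gp34 in Fig. 6B, 11 had enough counts to be analysed. Ribosomal protein genes given by symbol were not analysed here, and the loci were not matched to gene names. Among the 11 is AUO97_RS02655, an efflux pump locus in Fig. 7. In CPM over all genes, their mean log2 value was 8.31 ± 0.10 at 5 min, 7.05 ± 0.61 at 10 min, and 6.37 ± 0.92 at 20 min (SD, n = 3), while that of gp34 was 11.64 ± 0.57, 14.73 ± 0.57, and 14.84 ± 0.62. The loci fell by 1.26 from 5 to 10 min and by 1.94 from 5 to 20 min, each with p = 0.1 in a two-sided exact permutation test, the smallest p that 3 against 3 samples allow. In CPM over host genes, the same loci were at 9.23 ± 0.28, 8.90 ± 0.45, and 8.94 ± 0.29, and fell by 0.32 and 0.28 (p = 0.3 for both in the same two-sided exact permutation test, smallest possible 0.1). This test did not pair the replicate numbers, although same-numbered samples deviated together, so it cannot exclude a fall within host genes. No correlation over all infected samples is given, because gp34 splits them into separate clusters, with 3 samples at 5 min below the largest gap and 6 above it. Within those 6, replicate 3 at 10 and 20 min lies apart from the other 4. Over the 6, r was negative for all 11 loci, but it spans these clusters, so no value is given. Against uninfected cultures at the same time, a comparison of these loci added after seeing the data, 3 of the 11 loci were upregulated DEGs at 5 min, 5 at 10 min, and 8 at 20 min by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1 was a downregulated DEG, AUO97_RS09870 at 20 min. The direction depended on the scaling, since library totals of host genes without TMM, also chosen for these loci after seeing the data, gave 0 upregulated loci at 5 min, 0 at 10 min, and 1 at 20 min, with the same numbers at an unadjusted p under 0.05, and 2, 3, and 3 downregulated ones. With TMM over host genes, 9 of the 11 were higher after infection at each time point, and without TMM 3, 4, and 4 were. With the replicate numbers of the labels as a block, 3, 5, and 8 were up and 0 (also at an unadjusted p under 0.05), 1, and 1 down, with same-numbered samples correlated at 0.105, 0.0992, and 0.0657 at the 3 time points against -0.05, -0.05, and -0.03 for different numbers. From the negative links between gp34 and ribosomal protein genes, the paper proposes that gp34 may shut off host translation. The values of these loci do not test this, because they were not matched to ribosomal protein genes.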

Only the middle gene *gp34* was found to play a core role in the negative regulation network of ribosomal protein genes, suggesting that *gp34* may be a key gene that shuts off the host translation functions and that viral replication/transcription has surpassed that of the host cell, like previously reported T4 phage functions (29). Thus, *gp34* might be a key antibacterial agent. The late genes of φAbp1 encoding structural proteins were not observed in the network, suggesting the weak regulatory role of the phage late genes, as was also reported in our previous study (22).

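At r of at most -0.95, late genes had 441 negative pairs with host genes over the 9 infected samples, and no positive pair. In CPM over all genes, each late gene with counts had a negative r with all 2419 host genes. With host and phage genes each scaled within themselves, the negative pairs of all phage genes fell from 455 to 74. The 441 pairs thus depend on the scale and do not show a regulatory role of late genes. The numbers per gene reached 77 for gp51, 73 for gp50, 54 for gp49, and 46 for gp40, and gp35, gp41, and gp42 had the fewest with 6 each. gp53 had no counts and was not part of the network.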

GO and KEGG plus networking analyses together indicate a strong and precise phage control. Despite the rigorous challenge from the host stress response, the host material biosynthetic and transfer processes were all halted, while the reassembly of viral protein was promoted, which is consistent with other reports (30). These results suggest that the takeover and shutoff of host AB1 gene expression by φAbp1 was step-by-step rather than all of a sudden.

From the perspective of treating A. baumannii infections, it is crucial to know whether this remedy induced changes different from those of other antibiotics or whether this remedy induced changes in virulence and antibiotic resistance of A. baumannii. Previous reports have focused on transcriptomic changes when A. baumannii was treated with antibiotics, including imipenem (31, 32), colistin (33), doripenem (33), amikacin (31), and meropenem (31). The numbers of DEGs induced by antibiotics were 28 by amikacin (31), 417 by imipenem-meropenem (31) (88/68 in an earlier study [32]), and 400 by colistin (33). However, in our studies, the application of phage φAbp1 caused changes in significantly more DEGs (600/3,838; 15.6%) during the treatment process, affirming thoroughly and elaboratively controlled predation and killing by φAbp1 in AB1 infection rather than just a simple lysing action.

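A host gene that was a DEG at several time points can be counted at each of them or a single time. By edgeR's quasi-likelihood test, the DEGs of the 3 time points summed to 3297, and they belonged to 1766 different genes, or 46.01% of the 3838 host genes. Of these, 713 were DEGs at a single time point, 279 were upregulated and 191 downregulated at all 3, and 37 changed in opposite directions at different times. With a log2 fold change of at least 1.5 in size, the sum was 896, or 23.3%, and the number of different genes 608, or 15.8%. The paper's total is the sum of its DEGs at the 3 time points. Its counterpart here is therefore the sum of 896, and the 608 different genes are an unlike count.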

In addition to spreading virulence and antibiotic resistance markers among bacteria, bacteriophages were also proven to promote the expression and/or induction of virulence/resistance traits in infected cells (34) of Enterococcus faecalis (35), Pseudomonas aeruginosa (36), Bacillus anthracis (21), and Escherichia coli (37). All these examples correspond to prophages, while there was practically no research regarding the effect of lytic predation on host virulence and antibiotic resistance. In our study, we have proven that φAbp1 lytic predation promoted a general inhibition of the expression of virulence factors. However, the drug resistance genes of AB1 were partially activated after infection with φAbp1. The molecular mechanism of virulence/resistance alteration remains to be further studied. Previous papers all report good results from phage application, including excellent lysis ability and zero side effects (38–40). Our observation of activated drug resistance gene expression is a contraindication to previous studies, which might cause researchers to use caution in phage applications. Thus, this study may be a hint to study the influence of lytic phages on antibiotic resistance/virulence phenotypes in their hosts during treatment.

This transcriptomic study has its inherent shortcomings. For the whole phage predation and lysis process, we are still unable to elucidate the translation changes, especially when *gp34* significantly inhibited ribosome expression. Moreover, due to the lack of other validation experiments, some descriptions and discussions remain to be further studied.

In conclusion, we provide a general description of a global phage-host transcriptome interaction that grounds further research aimed at elucidating the indicated interactions between φAbp1 and XDR-AB1. Despite previous similar observations (22), we discovered new stage-dependent inhibition of host genes by φAbp1, a novel ribosome-centered *gp34* negative control, and partially elevated antibiotic resistance expression during lytic infection. Overall, in-depth analysis of the mechanism of host gene expression shutoff performed by the phage, as well as knowledge of the precise control by φAbp1, is pivotal for research on novel antibacterial compounds and the development for phage therapy.

## MATERIALS AND METHODS

### Bacterium preparation, antibiotic susceptibility testing, and phage preparation.

AB1 was isolated from a burn patient in the burn ward of Southwest Hospital during routine bacteria monitoring. The susceptibility of AB1 to various antibiotics (listed in Table S1 in the supplemental material) (Oxoid, Hampshire, UK) was determined by the Kirby-Bauer (KB) method according to previously reported procedures (4). The MIC assay was conducted with the Vitek 2 compact automated ID/AST instrument system (bioMérieux, Craponne, France) according to the manufacturer’s procedures (41). The antibiotic susceptibility results were interpreted according to Clinical and Laboratory Standards Institute criteria (42).

φAbp1 was previously screened against AB1 from hospital sewage at the sewage management center of Southwest Hospital (12). φAbp1 particles were collected and purified using the CsCl gradient ultracentrifugation method (9). Both AB1 and φAbp1 were stored in our laboratory at −80°C in glycerol. AB1 was inoculated aerobically at a 1:100 dilution in Luria-Bertani (LB) medium (Oxoid, Hampshire, UK) at 37°C overnight before the study.

### One-step growth curve.

Phage multiplication in the host can be divided into five processes: (i) attachment, (ii) penetration, (iii) biosynthesis, (iv) maturation, and (v) assembly and release. To determine the phage infection stage for sampling, a one-step growth curve of φAbp1 was measured as previously reported (9). Briefly, for one-step growth experiments, AB1 cells were infected with φAbp1 (MOI [multiplicity of infection] of 0.1) after a 5-min adsorption and centrifuged for 30 s at 13,000 × *g*. Unadsorbed phage was removed from the supernatant by washing twice with LB medium. The infected bacterial pellets were then resuspended in 5 ml LB medium, and the cultures were grown at 37°C with shaking at 160 rpm. Samples were taken at 5- or 10-min intervals (up to 80 min). The number of φAbp1 particles was immediately determined using the double-layer agar plaque method. Experiments were carried out in triplicate.

### Total RNA extraction.

A total volume of 10 ml AB1 culture (optical density at 600 nm [OD_600_] of 0.6) was infected with phage φAbp1 at an MOI of 10, while an equal volume of an uninfected AB1 culture served as the negative control. Six samples for RNA isolation were taken (1 ml) from the noninfected/infected culture at three time points postinfection (5, 10, and 20 min), with three biological duplications. RNA extraction was performed using the SV total RNA isolation system (Promega, Madison, WI, USA). RNA quantity and quality checks were performed using a Bioanalyzer (Agilent, Santa Clara, CA, USA) and the RNA 6000 Nano kit (Agilent, Santa Clara, CA, USA).

### RNA sequencing.

For RNA sequencing, total RNA from all 18 samples was depleted of rRNA using the Ribo-Zero rRNA removal kit for Gram-negative bacteria (Epicentre, Madison, WI, USA). The cDNA libraries were constructed and sequenced on an Illumina HiSeq 2500 sequencer (Illumina, San Diego, CA, USA), using paired-end 2- by 150-bp reads. The raw data and processed bam files were deposited in the Gene Expression Omnibus (GEO) database.

### Bioinformatic analyses.

RNA sequence reads were aligned to the A. baumannii strain ATCC 17978 (GenBank accession no. NZ_CP018664.1) and *Acinetobacter* phage φAbp1 (GenBank accession no. NC_021316.1) sequences using Bowtie2 (http://bowtie-bio.sourceforge.net/bowtie2/index.shtml). RNA-seq data analysis was performed with Tophat (http://ccb.jhu.edu/software/tophat/index.shtml) and Cufflinks (https://cole-trapnell-lab.github.io/cufflinks/cuffdiff/index.html). Gene expression values were determined by the expected number of fragments per FPKM and the false discovery rate (FDR) (*q* value). DESeq was used to calculate differentially expressed genes (DEGs) between the two groups. Genes with a fold change value (FC) of ≥1.5 and a *q* value of ≤0.05 were considered to be DEGs. GO (gene ontology) term enrichment of DEGs was performed with Blast2GO software (BioBam) based on Wallenius’ noncentral hypergeometric distribution. KOBAS (http://kobas.cbi.pku.edu.cn/) was used for KEGG pathway analysis. The analysis and visualization of gene coexpression networks were achieved by using Cytoscape 3.4.0 (https://cytoscape.org/).

### RT-qPCR validation of RNA-seq results.

Real-time quantitative PCR (RT-qPCR) analysis was further performed to validate the RNA-seq results. Seven AB1 (virulence- or drug resistance-related) genes and five φAbp1 (core regulatory) genes were selected for RT-qPCR validation. RT-qPCR was performed using SYBR Premix Ex *Taq* II (TaKaRa Bio, Dalian, China). The primers used in this study are listed in Table S5 in the supplemental material. The 16S rRNA gene was selected as the reference gene for normalization.

10.1128/mSystems.00068-19.5 TABLE S5 Primers used for RT-qPCR validation. Download Table S5, DOCX file, 0.02 MB. Copyright © 2019 Yang et al. 2019 Yang et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Data availability.

The raw data and processed files were deposited in the NCBI GEO database with accession no. GSE117396.

# Supplementary material for: Global Transcriptomic Analysis of the Interactions between Phage φAbp1 and Extensively Drug-Resistant Acinetobacter baumannii
**Source:** mSystems. 2019 Apr 16;4(2):e00068-19. doi: 10.1128/mSystems.00068-19
**Supplement:** TABLE S1

| Table S1 The antibiotic susceptibility results of *A.baumannii* AB1 | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| Antibiotics | Drug resistance | Diameter  /Result | S | I | R | Measure |
| Piperacillin | Resistant | 6 | ≥21 | 18-20 | ≤17 | KB |
| Cefoperazone | Resistant | 11 | ≥22 | 15-21 | ≤14 |  |
| Ampicillin^*^ | Resistant | 8 | ≥15 | 12-14 | ≤11 |  |
| Piperacillin | Resistant | 6 | ≥21 | 18-20 | ≤17 |  |
| Ceftazidime | Resistant | 7 | ≥18 | 15 - 17 | ≤14 |  |
| Cefotaxime^*^ | Resistant | 6 | ≥18 | 15-22 | ≤14 |  |
| Cefepime | Resistant | 6 | ≥18 | 15 - 17 | ≤14 |  |
| Compound sulfamethoxazole | Resistant | 6 | ≥16 | 13-15 | ≤12 |  |
| Imipenem | Resistant | 7 | ≥22 | 19-21 | ≤18 |  |
| Tetracycline | Resistant | 6 | ≥15 | 12-14 | ≤11 |  |
| Meropenem | Resistant | 7 | ≥18 | 15 - 17 | ≤14 |  |
| Amikacin | Resistant | 7 | ≥14 | 15-16 | ≤17 |  |
| Gentamicin | Resistant | 6 | ≥15 | 13-14 | ≤12 |  |
| Tobramycin | Resistant | 6 | ≥15 | 13-14 | ≤12 |  |
| Ciprofloxacin | Resistant | 6 | ≥21 | 16-20 | ≤15 |  |
| Levofloxacin | Resistant | 7 | ≥17 | 14-16 | ≤13 |  |
| Minocycline | Resistant | 6 | ≥16 | 13-15 | ≤12 |  |
| Netilmicin | Resistant | 33 | ≤8ug/ml | 16 | ≥32ug/ml | MIC |
| Tigecycline | Intermediate | 1.5 | ≤1ug/ml | - | ≥4ug/ml |  |
| Minocycline | Resistant | 17.3 | ≤4 | 8 | ≥16 |  |
| Polymyxin B | Susceptible | 0.236 | ≤2ug/ml | - | ≥4ug/ml |  |

* indicates intrinsic resistance of A. baumannii.

# Supplementary material for: Global Transcriptomic Analysis of the Interactions between Phage φAbp1 and Extensively Drug-Resistant Acinetobacter baumannii
**Source:** mSystems. 2019 Apr 16;4(2):e00068-19. doi: 10.1128/mSystems.00068-19
**Supplement:** TABLE S2

Table S2 Detailed GO expression data on specific genes of *A. baumannii* AB1

# Supplementary material for: Global Transcriptomic Analysis of the Interactions between Phage φAbp1 and Extensively Drug-Resistant Acinetobacter baumannii
**Source:** mSystems. 2019 Apr 16;4(2):e00068-19. doi: 10.1128/mSystems.00068-19
**Supplement:** TABLE S3

Table S3 validation of phage genes (Part I) and host virulence/resistance gene (Part II)

| Part I | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Phage  gene name | Readcounts in*  RNA-seq | | | | Relative expression level  RT-qPCR | | | |
|  | 5min | 10min | 20min | 5min | | | 10min | 20min |
| *gp01* | 19317.56 | 21661.26 | 15312.07 | 0.56 | | | 0.89 | 0.69 |
| *gp02* | 196840.7 | 163356.7 | 67409.66 | 0.60 | | | 0.23 | 0.02 |
| *gp08* | 15310.49 | 16027.08 | 394271.1 | 0.60 | | | 0.99 | 0.52 |
| *gp12* | 237.4614 | 262.2713 | 131800.2 | 0.12 | | | 0.11 | 0.13 |
| *gp34* | 21021.07 | 343444.9 | 125543.5 | 0.21 | | | 0.76 | 0.51 |
| Part II | | | | | | | | |
| Host  gene name | Fold change (q value) | | | | | | | |
|  | RNA-seq | | | | | RT-qPCR | | |
|  | 5min | 10min | 20min | | | 5min | 10min | 20min |
| *hcp* | 1.39(0.41) | 1.95(0.07) | 2.16(0.08) | | | 2.17 | 3.53 | 3.51 |
| *gspG* | -0.46(0.38) | -0.87(0.16) | -1.4(0.01) | | | -0.51 | -0.97 | -1.3 |
| *gspK* | -1.05(0.025) | -1.00(0.02) | -0.54(0.09) | | | -1.22 | -1.53 | -1.35 |
| *secE* | -1.22(<0.01) | -1.02(0.03) | -0.54(0.04) | | | -1.33 | -1.42 | -0.78 |
| *secF* | 0.63(0.55) | 0.79(0.23) | 0.94(0.03) | | | 0.77 | 0.91 | 1.13 |
| *ompR* | 1.10(<0.01) | 1.37(<0.01) | 0.84(0.13) | | | 1.32 | 1.51 | 1.01 |
| *nfuA* | 0.47(0.33) | 1.38(<0.01) | 1.28(0.55) | | | 0.51 | 1.41 | 1.33 |
| *adeK* | 1.08(0.21) | 1.48(0.07) | 1.66(<0.01) | | | 1.74 | 2.30 | 3.48 |
| *mdfA* | -0.42(0.30) | 0.32(0.74) | 1.69(0.03) | | | 0.57 | 1.23 | 2.46 |
| *RS02655* | 0.59(0.58) | 0.87(0.39) | 1.12(0.04) | | | 0.73 | 0.99 | 1.35 |
| *RS02660* | 0.97(0.32) | 1.42(0.19) | 1.74(<0.01) | | | 1.3 | 2.19 | 3.43 |
| *RS00745* | 1.21(0.02) | 1.18(0.27) | 1.08(<0.01) | | | 1.33 | 1.21 | 1.19 |
| *RS09720* | -0.99(<0.01) | -1.59(<0.01) | -0.78(0.38) | | | -1.01 | -1.89 | -1.01 |
| *carO* | -0.64(0.04) | 0.14(0.91) | 0.35(0.66) | | | 0.43 | 0.85 | 1.13 |
| *ftsK* | 0.77(0.02) | 0.58(0.29) | 0.73(0.14) | | | 0.87 | 0.63 | 0.83 |
| *recA* | 0.46(0.32) | 0.90(0.05) | 1.02(0.03) | | | 1.07 | 1.27 | 1.29 |

* Since the control group contains no phage genome, the readcounts of phage gene are presented in RNA-seq instead of fold change values. 

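The read counts of phage genes in part I of Table S3 are averages over the 3 infected cultures of a time point after scaling for library size. With DESeq2 size factors taken over the host and phage genes of the 6 samples of each time point, 12 of the table's 15 values were obtained from the deposited counts to the digits printed. At 20 min, this gave 11797 ± 5292 for gp08, 206 ± 95.4 for gp12, and 529248 ± 309044 for gp34 (SD, n = 3). Because the scaling is done within each time point, a value at 5 min and a value at 20 min are not on a common scale.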

The relative expression of phage genes (against host 16S RNA) was calculated and presented in RT-qPCR.

# Supplementary material for: Global Transcriptomic Analysis of the Interactions between Phage φAbp1 and Extensively Drug-Resistant Acinetobacter baumannii
**Source:** mSystems. 2019 Apr 16;4(2):e00068-19. doi: 10.1128/mSystems.00068-19
**Supplement:** TABLE S4

| Table S4 Phage-host interaction subnetworks between AB1 and φAbp1. | | |
| --- | --- | --- |
| Subnetwork | Phage gene | Annotation |
| subnetwork 1 | *gp01* | hypothetical protein |
|  | *gp08* | hypothetical protein |
|  | *gp13* | hypothetical protein |
|  | *gp34* | phage-associated RNA polymerase |
| subnetwork 2 | *gp12* | hypothetical protein |
| subnetwork 3 | *gp02* | hypothetical protein |
| subnetwork 4 | *gp03* | hypothetical protein |
|  | *gp04* | hypothetical protein |
|  | *gp05* | hypothetical protein |
|  | *gp06* | hypothetical protein |
|  | *gp09* | hypothetical protein |

# Supplementary material for: Global Transcriptomic Analysis of the Interactions between Phage φAbp1 and Extensively Drug-Resistant Acinetobacter baumannii
**Source:** mSystems. 2019 Apr 16;4(2):e00068-19. doi: 10.1128/mSystems.00068-19
**Supplement:** TABLE S5

| Table S5 Primers used for RT-qPCR validation | | | |
| --- | --- | --- | --- |
| Gene name | Forward primer 5' to 3' | Reverse primer 5' to 3' | Product size |
| *16s* | CGGACGGGTGAGTAATGTCT | CTCAGACCAGCTAGGGATCG | 174 |
| *gp01* | CACTCTGATGGTAAGTTATGGGTTA | AAGCTGACGCACTTTTAACAGTATT | 154 |
| *gp02* | CGATATGTCGATGGAAGGTG | ATCAGCATCTAACGCTGCAA | 175 |
| *gp08* | GGAGGCTTTAATGGCTAACG | TGCTCATGTTCTTCCTTGTTAGG | 108 |
| *gp12* | AAAGGTTATAGTGTTGCACAAGC | ACCCACGCATTTCTTTTAGC | 155 |
| *gp34* | CTGAACCCTTAGCGAAGCAC | ACTAGCTCTGCGCCATTGTT | 223 |
| *hcp* | GGAAGCTTGTTCAGCTGGTT | CTGTAGGAACGCCTTCTTCG | 155 |
| *gspG* | GGCTTTACCCTTATTGAAGTTATG | GGAAATGCCCATTATCGAGC | 175 |
| *gspK* | GCAGAAGCCTTTTTTTCAGA | GCATCTTCATTTACAATACCTTC | 200 |
| *secE* | CTGCTGAAGTTGTTCGTTCT | GCCACAACGATACAAGCAAAA | 169 |
| *secF* | CCAGCAAATCAGGCAGAA | CTGCGTTGTTTGGCAATT | 176 |
| *ompR* | TTTATGTTGCCCGTTGAAGA | GTGCTAAAAGTTCATTTGGG | 178 |
| *nfuA* | TATGGCATATAGTGCACCAGA | CGCGGCACTTTAGAGTTT | 180 |
| *adeK* | CACAGAACAACCAGCTTCCA | TTGAGTCGAATCACGAGCAC | 212 |
| *mdfA* | TCGGTGTAAGTGCAACTTGG | GTTCAATTTGCCGCGTTAAT | 180 |
| *RS02655* | TTGAACAAAGCGTTGAGCTT | GTAGGAGTGATGCTTTTGCA | 190 |
| *RS02660* | GTGATGCCATGAAAGCAATG | TTGCACCAATGACACCAAGT | 237 |
| *RS00745* | ATGAATAAACCTTTCGACCAAG | TGATTTGACGCCATATGCT | 183 |
| *RS09720* | TCTGCCGACTTAAAACACTTTA | ATTGAATACGCAATTTTTACGC | 164 |
| *carO* | ATCCAAAACGACCAAGATGC | ACGAAAGTAGCGCCAACACT | 173 |
| *ftsK* | TATTCCGCATTTATTAACGCC | TCGGGTCAATCAAGTCTTCT | 185 |
| *recA* | CACGCCCTAGACCCTCAATA | CACCCATCTCACCTTCGATT | 193 |

How the deposited data were processed for this re-analysis (not part of the article)

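RNA-seq was analysed for 18 samples of A. baumannii AB1, with 3 cultures infected with φAbp1 at an MOI of 10 and 3 uninfected cultures at each of 5, 10, and 20 min. Conditions and replicate numbers were taken from the sample labels and checked against the paper's methods. Every sample could be assigned, and none was left out.

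The authors depleted total RNA of rRNA, sequenced it on a HiSeq instrument as paired ends, and aligned the reads with Bowtie2 to the genomes of an A. baumannii ATCC reference strain and φAbp1, in a strand-specific manner, and they also name TopHat and Cufflinks. The authors deposited raw read counts per gene for each sample, for 3838 host genes and 54 phage genes, without normalization or pooling of replicates. The paper's text does not name the program that made the counts, or the handling of reads that fit several genes. Such reads could be split between near-identical genes, and no locus here was checked for copies. The sample labels mention an exome enrichment step that the paper does not.

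All values in the text were computed from these counts with R 4.3.3, edgeR 4.0.16, limma 3.58.1, and DESeq2 1.42.0. The depth was 2998522 to 5418841 counts per sample, of which 491436 to 2359607 fell on host genes in infected cultures. Depth on host genes is therefore lowest at 20 min after infection, and low genes are measured with the least precision there. In the smallest library, the 3 counts taken as the floor of detection are 0.000100% of all counts. Shares of single samples have 95% Wilson intervals, which cover counting error only.

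Host DEGs were called at each time point from the 3 infected and 3 uninfected samples by edgeR's quasi-likelihood test, with TMM normalization over host genes and Benjamini-Hochberg adjustment over the tested genes. A gene was tested with at least 10 counts in at least 3 of the 6 samples. A DEG had an adjusted p-value of at most 0.05 and a fold change of at least 1.5, as in the paper's methods, which name DESeq. Differences in the response between time points were tested as an interaction in a fit of all 18 samples. Distances between time points, phage shares, and the loci of Fig. 6B were compared with exact permutation tests. Phage genes were scaled to CPM over all genes. Coexpression was the Pearson correlation over the 9 infected samples, with a threshold of 0.95.

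Before use, the tests were run on simulated counts with 200 changed genes at each time point. edgeR recovered 90.0%, 76.5%, and 77.5% of them at 5, 10, and 20 min, and 8.16%, 3.16%, and 3.12% of its calls were false. DESeq2 recovered 86.0%, 74.5%, and 71.5%.

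The genes named in the text follow a rule set before the data were examined. They are every gene that the paper names in its text, Fig. 7, or Table S3 and that has an identifier in the files, and the genes with the largest change among DEGs whose infected samples all lie on the same side of all uninfected samples. Of the latter, the upregulated pair at 10 min is printed. Some genes outside this rule are named too, namely loci of Table S2 and Fig. 6B and the most abundant host genes.

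The alternatives tried were DESeq2, no filter on low counts, a filter on every sample, library totals without TMM, TMM over host and phage genes, a single fit of all samples, the replicate number as a block, a log2 threshold of 1.5, other scales for phage genes, other thresholds for correlations, and leaving out each replicate. The closing section gives their effect. No gene annotation or table of names was used here, so virulence genes and ribosomal protein genes given by symbol, GO and KEGG enrichment, and the RT-qPCR data were not analysed here.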

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

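The tests on the phage counts of the uninfected sample were chosen only after the result was seen, and the other tests in this part were written down beforehand.

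Among the 9 uninfected samples, replicate 1 at 20 min had phage counts far from the others. It held 1527 phage counts, or 509 CPM, and the next highest sample had 19.9 CPM. The gap to the next sample was 0.963 of the range of the 9 samples, above Dixon's critical value for 9 samples. In all, 9 measures of this kind were tested and 2 passed their critical value, and by chance about 1 in 20 would.

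Several explanations were weighed for these phage counts. Reads or RNA carried over from infected samples at 20 min may be the source, since the shares of its phage counts over 53 genes had a correlation across genes of 0.966 with infected replicate 1 at 20 min and 0.965 with replicate 2. Replicate 3 at 20 min had 0.794, which lies within the range of the samples at 10 min, 0.719 to 0.819, and those at 5 min had at most 0.552. The match is thus with replicates 1 and 2 at 20 min, not with all samples of that time. Genes are not independent replicates, so no p-value is given. An infection that began late in the uninfected culture would show mainly early genes, but early genes held 17.5% of its phage counts. A small library does not account for them, since 509 CPM is already relative to depth. Carry-over of RNA, carry-over of reads between libraries, and a phage infection of the uninfected culture already at its late stage cannot be told apart with these tests. No biological explanation was tested beyond this.

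The same sample also had the largest share of host genes without counts, 19.1% against 18.1% in the next sample, a gap of 0.736 of the range. It is the smallest of the uninfected libraries. With every uninfected library drawn down to its host total of 2996995 counts, the gap was 0.297 of the range, under the critical value, which is consistent with library size as the source of the pattern.

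The response of host genes to infection differed between time points in an interaction test over 2945 genes, with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. From 5 to 10 min, 32 genes had a different response, 21 with a larger and 11 with a smaller log2 fold change at the later time. From 5 to 20 min there were 553 such genes (223 larger and 330 smaller), and from 10 to 20 min 172 (57 larger and 115 smaller). The paper compares lists of DEGs between time points and does not report a test of the difference.

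For the 32 genes between 5 and 10 min, 2 of 32 splits that swapped time labels within replicate numbers gave as many genes, or 6.25%. These were the real split and 1 with 109 genes, which swapped the times of all 3 uninfected cultures and kept those of the infected ones. That split retains the time course of infection and is not a random grouping, and the remaining splits gave at most 7 genes, so the count of 2 does not show that chance gives as many. With all libraries drawn down to the smallest host total, 12 genes were left, so library size may account for part of the 32. Without the 10 host genes that take the most counts, 29 genes were left. With the replicate number as a block, there were 177 genes, against 744 from 5 to 20 min and 430 from 10 to 20 min. A difference in depth was not ruled out for this result.

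For the 553 genes between 5 and 20 min, 1 of 32 splits, the real one, gave as many, and the closest other split had 531 genes, with the times of all 3 uninfected cultures swapped. After drawing down the libraries 347 genes were left, and without the 10 host genes 549. For the 172 genes between 10 and 20 min, 1 of 32 splits gave as many, 88 genes were left after drawing down, and 197 without the 10 host genes. Neither depth nor a few abundant genes removed these differences, although depth changed the numbers. A change of the host response with time is a hypothesis for both, but the number of genes depended on the replicates kept. It fell to 187 and 0 without replicate 1 and to 38 and 2 without replicate 2, and rose to 772 and 485 without replicate 3. Each such fit has fewer cultures in every group, so lower power was not separated from an effect of single cultures.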

How the results depend on the processing

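Alternatives with library totals over host and phage genes and with counts drawn down to the smallest host library were chosen after seeing the data, as were the paired test of phage shares and the distances with replicate spread taken off or with labels exchanged within the replicate block. The replicate block for phage genes and the count of DEGs among the loci of Fig. 6B, with its alternatives, were also chosen after seeing the data, and all others were set beforehand.

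The normalization had the largest effect. With library totals in place of TMM over host genes, upregulated DEGs numbered 154, 159, and 86 at 5, 10, and 20 min and downregulated DEGs 1371, 1818, and 2031. With totals of host and phage genes without TMM, they were 16, 5, and 2 up and 2414, 2803, and 2766 down. A log2 threshold of 1.5 gave 96, 230, and 178 up and 66, 144, and 182 down. At least 10 counts in every sample gave 355 upregulated DEGs at 20 min. Under DESeq2, no filter, TMM over host and phage genes, a single fit of 18 samples, the replicate block, and counts drawn down to the smallest host library (378 up and 342 down at 5 min, 500 and 396 at 10 min, 444 and 427 at 20 min), the numbers of up- and downregulated DEGs stayed within 1.5 times those reported. Across the 6 fits that each left out 1 replicate, upregulated DEGs ranged from 418 to 507, 491 to 653, and 420 to 521, and downregulated DEGs from 390 to 448, 415 to 591, and 416 to 523.

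The nonsignificant share of host genes at 10 and 20 min was 22.0% and 16.2% with at least 10 counts in every sample and 21.4% and 14.3% without TMM. With totals of host and phage genes without TMM, 2430 of 2865 tested genes were DEGs at 5 min. The numbers were 2808 of 2872 at 10 min and 2768 of 2780 at 20 min, so the nonsignificant share was lower still. Leaving out 1 replicate gave 25.9% to 43.9% at 20 min.

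The phage share at 10 min was 67.3% without the 3 phage genes with the most counts and 81.3% without the host genes among the 10 with the most counts in uninfected samples. Shares at 5 and 20 min moved by less than the replicate SD under both. Scaled to the host TMM library size, 0, 6, and 47 phage genes were highest at 5, 10, and 20 min and 0 middle genes at 10 min. With the replicate block, the number of phage genes that fell was 1 from 5 to 10 min, 13 from 10 to 20 min, and 13 from 5 to 20 min, against 0 (also at an unadjusted p under 0.05), 1, and 7 without it, and the numbers that rose stayed within 1.5 times those reported.

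The distance between time points was still larger in infected cultures without TMM, by 0.356, but no longer past the threshold (two-sided exact permutation p = 0.158). With the 500 most variable genes and with a prior count of 0.5 it stayed past it. With the replicate spread taken off, the difference was 0.0399 (two-sided exact permutation p = 0.773, and 0.797 with labels exchanged within the replicate block). With labels exchanged within the replicate block alone, the difference of 0.248 had p = 0.0898 in a two-sided exact permutation test.

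The interaction from 5 to 10 min gave 177 genes with the replicate block, 292 without TMM, 12 with counts drawn down, and 0 to 536 across the 3 fits that each left out 1 replicate number. The 0 came without replicate 1 and without replicate 2, with 219 and 168 genes at an unadjusted p under 0.05. From 5 to 20 min there were 1053 genes without TMM, 347 drawn down, and 38 to 772 with 1 replicate number left out. From 10 to 20 min there were 430 with the block, 88 drawn down, and 0 to 485, the 0 without replicate 1, with 431 genes at an unadjusted p under 0.05. In all 3 comparisons the number was highest without replicate 3.

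Coexpression pairs were 74 negative with host and phage genes each scaled within themselves, 0 positive and 17618 negative over all 18 samples, and 812 positive and 11159 negative at a threshold of 0.9. With the within-host scale, the loci of Fig. 6B changed by -0.32 from 5 to 10 min and -0.28 from 5 to 20 min, away from the smallest possible p (0.3 for both, two-sided exact permutation test without pairing of replicate numbers). Of these loci, 0, 0, and 1 were upregulated at 5, 10, and 20 min without TMM, also at an unadjusted p under 0.05, and 2, 3, and 3 were downregulated. With the replicate block 1 was downregulated at 10 min.

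Of the 9 resistance loci, 0 were upregulated at 5, 10, and 20 min without TMM, also at an unadjusted p under 0.05, and 4, 5, and 3 were downregulated. Leaving out 1 replicate gave 1 to 3 up and 1 to 2 down at 5 min and 1 to 2 down at 10 min. Without TMM the sign reversed for AUO97_RS02655 (-0.10, -0.17, and -0.13 at 5, 10, and 20 min), AUO97_RS10100 (-0.59, -0.70, and -0.40), AUO97_RS11740 (-0.16 at 5 min and -0.048 at 20 min), AUO97_RS00445 (-0.33 at 5 min and -0.76 at 20 min), and AUO97_RS00745 (-0.18 at 20 min). Leaving out 1 replicate reversed AUO97_RS10100 at 5 min, with a range of -0.11 to 0.14, and AUO97_RS00445 at 10 min, from -0.17 to 0.15. Significance changed at 5 min for AUO97_RS02655 (2 of 6 fits), AUO97_RS02660 (3 of 6), AUO97_RS19120 (2 of 6), and AUO97_RS11740 (4 of 6). At 10 min it changed for AUO97_RS02655 (2 of 6). In these fits it was lost 11 times and gained 2 times. For single named genes, 171 values were unchanged in direction and call with DESeq2 and 1 became significant, and with the replicate block 26 were unchanged and 1 became significant. Without TMM, 7 were unchanged, 4 lost and 5 gained significance, and 11 reversed. The cause of these changes was not tested, apart from the test of abundant host genes given under other observations.

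Alternatives planned for normalized values (another pseudocount, no filter on them) were not run, since the values are counts. Depth limits the host results at 20 min most, where the smallest host library has 491436 counts.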

Differences from the paper's values

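The counts used here gave 979 DEGs (25.5%) at 5 min against the paper's 145 (3.7%), 1213 (31.6%) at 10 min against the paper's 244 (6.4%), and 1105 (28.8%) at 20 min against the paper's 211 (5.5%). Of the alternatives set before the data were examined, a log2 threshold of 1.5 gave 162 (4.22%) at 5 min, within 1.5 times the paper's number, and 374 and 360 at 10 and 20 min, which were not. No other alternative closed the gap at any of these times. The fold changes printed in Table S2 match log2 values from the counts, and the smallest is 1.5008 in size. The genes listed there thus passed 1.5 on the log2 scale. The numbers at that threshold are therefore the closer counterpart of the paper's.

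Upregulated DEGs at 10 min numbered 638 (16.6%) against the paper's 156 (4.1%). Among the alternatives set before the data were examined, library totals without TMM gave 159 (4.14%) and a log2 threshold of 1.5 gave 230 (5.99%). The others, taken singly, did not come within 1.5 times. The log2 threshold with at least 10 counts in every sample gave 169. The nearness of the 159 without TMM is one of number alone. With TMM, the 12 log2 fold changes of host loci in Table S3 lay within 0.0207 of the printed values. Without TMM, the median log2 fold change at 10 min was -1.06, against -0.03 with it, which argues against that scaling behind the paper's number.

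The DEGs of the 3 time points summed to 3297 (85.9% of the number of host genes) and made up 1766 different genes (46.01%), against the paper's 600 (15.6%). With a log2 threshold of 1.5, an alternative set before the data were examined, the sum was 896 (23.3%) and the number of different genes 608 (15.8%). None of the other alternatives, taken singly, came within 1.5 times. The paper's 600 is the sum of its DEGs at the 3 time points. Its counterpart is therefore the sum of 896, and the nearness of 608 sets unlike counts side by side.

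The nonsignificant share of host genes was 42.8%, 40.0%, and 39.7% at 5, 10, and 20 min against the paper's 68%. Of the alternatives set before the data were examined, no filter on low counts came within 1.5 times at all 3 times (52.3%, 48.0%, and 49.9%). Leaving out 1 replicate did so at 5 min without infected replicate 1 (48.3%), infected replicate 2 (50.0%), or uninfected replicate 2 (47.8%), and at 10 min without infected replicate 1 (46.1%) or 2 (46.5%). The others did not. Adding the genes with too few counts to be tested, a sum formed after seeing the values, gave 68.2%, 65.2%, and 67.2%.

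Gene counts averaged 3.84 M in infected and 4.47 M in uninfected samples, against the paper's 11.8 M and 12.3 M reads. No alternative set before the data were examined applies to them.

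The coexpression analysis kept 546 pairs against the paper's 944, with 91 positive against the paper's 895, 455 negative against the paper's 49, and 144 host genes against the paper's 240. A threshold of 0.9, an alternative set before the data were examined, gave 812 positive pairs, within 1.5 times the paper's number. No alternative did so for the total, the negative pairs, or the host genes.

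In Table S3, the paper's normalized counts at 20 min are 394271.1 for gp08, 131800.2 for gp12, and 125543.5 for gp34. The counts gave 11797, 206, and 529248. None of the alternatives set before the data were examined was run on this scale for them.

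Fig. 3 shows the share of host genes without counts, which falls from about 21% in Fig. 3, read by eye, for the box labelled 5 min, through about 20% in Fig. 3 at 10 min, to about 18% in Fig. 3 at 20 min. The share of host genes without counts in all 3 infected samples was 18.5%, 20.0%, and 21.3%, in the opposite order.

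The paper states that all middle genes peaked at 10 min, and 11 of 13 did here in CPM over all genes. It states that upregulated DEGs outnumbered downregulated ones at all stages, and at 20 min 540 were up and 565 down. With DESeq2, an alternative set before the data were examined, 585 were up and 523 down at 20 min, and with TMM over host and phage genes, also set before the data were examined, 553 and 518. The paper describes a network without late genes, and 441 of the negative pairs here, in CPM over all genes, were with late genes. It describes gp34 as the center of the negative network, and gp34 was in 3 of 455 negative pairs. In Table S3, 5 of 12 q values for host loci lie on the other side of 0.05 from the adjusted p-values of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.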

Other observations

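The tests on replicate 3 and on the values of Table S3 were chosen only after the result was seen, and the other tests in this part were written down beforehand.

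Other splits of the same samples were counted for each list of DEGs. Only splits that part all 3 same-numbered pairs were compared, of which there are 4, and the other 6 splits of 3 against 3 part a single pair. The real split alone gave as many DEGs, 1 of 4 at 5 min, 1 of 4 at 10 min, and 1 of 4 at 20 min. The number of phage genes that changed was also reached by 1 of 4 splits from 5 to 10 min (29 genes) and by 1 of 4 from 10 to 20 min (19 genes), where a split that swapped the times of replicate 3 gave 16. With 4 splits, the share cannot be small enough to exclude chance.

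Late genes rose later in infected replicate 3 than in the other cultures. Their share of phage counts was 4.30%, 4.52%, and 0.893% in replicates 1 to 3 at 5 min, 17.9%, 20.9%, and 11.4% at 10 min, and 64.7%, 65.9%, and 19.4% at 20 min. Replicate 3 was lowest at all 3 time points, and by chance the same replicate number, whichever it is, would be lowest at all 3 in 11.1% of cases. A slower course of infection in the culture of replicate 3 was considered, but being lowest at 3 of 3 time points is the observation that prompted it and not a test of it. A mislabelled 20 min sample could not be excluded, since 19.4% lies within the range of the samples at 10 min. Less phage RNA from the start is not borne out, because replicate 3 had the largest phage share at 5 min, 56.7%. The paper does not report replicates of phage genes separately.

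More host genes were down than up without TMM, by a ratio of 23.6 at 20 min. The 10 host genes with the most counts in infected samples took 46.4% ± 2.57 of host counts in infected cultures and 17.0% ± 0.494 in uninfected cultures at 20 min (SD, n = 3). With library totals that leave them out, the ratio was 6.05. These genes may account for part of the excess of downregulated genes, but not for all of it. The 2 most abundant, AUO97_RS11755 and AUO97_RS11435, together held 5.87% ± 2.18 of all counts in infected cultures at 20 min and 9.15% ± 0.270 in uninfected cultures, while all other host genes fell from 90.8% ± 0.246 to 11.9% ± 6.45. At 5 min, the same 2 genes held more in infected cultures, 10.3% ± 1.32 against 8.24% ± 0.518. At 10 min, they held 8.08% ± 0.119 in infected and 8.48% ± 0.282 in uninfected cultures. The files do not give the names of these genes. No biological explanation was tested for their abundance.

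In part I of Table S3, 12 of 15 values equal the normalized means of the named genes. The other 3, all at 20 min, equal the normalized means of gp03, gp04, and gp05 in place of gp08, gp12, and gp34. All 3 matches are consistent with values of other genes having been printed. No biological explanation applies to printed values.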
